A study of Saccharomyces cerevisiae with 8 samples.

How the data were processed

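The series holds total RNA sequencing of budding yeast, Saccharomyces cerevisiae, with the capping enzyme gene CEG1 under anchor-away control. In this system a nuclear protein carries an FRB tag, the ribosomal protein Rpl13a carries FKBP12, and rapamycin joins them so that the tagged protein leaves the nucleus. Both strains carry tor1-1 and a disrupted FPR1, per the labels, and 1 strain also has XRN1, the cytoplasmic 5′ to 3′ exonuclease gene, disrupted. Cells grew in YPD at 30 °C and were exposed to DMSO or to rapamycin at 1 µg/mL for 45 min. RNA was extracted with acid phenol and chloroform, and libraries were made with a kit from NEB, per the labels' protocols.

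The labels describe 8 samples in 4 groups of 2. Files for 7 libraries were analysed here, so the ceg1-AA/xrn1D DMSO group has 1 library, and its replicate 2 was not analysed here. The genotype text of the replicate 2 samples of ceg1-AA/xrn1D names the disrupted gene differently from that of replicate 1. The counts of XRN1 in each library are given with the results. Groups and replicate numbers were taken from the sample titles.

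Each deposited file lists 6600 open reading frames with a length, a bias factor, a count and a TPM value. The authors' counts are whole numbers that had not been normalized, as the totals per library, which differ, show. The deposited TPM values equal the count divided by length and by the bias factor, rescaled to a fixed sum per library, within 0.00028% in every library for values above 1 TPM. The aligner, the counting program, its use of strand, the genome build and any read filter are not stated in the labels or the files. Therefore overlapping and antisense open reading frames, and genes with a near-identical copy such as SSA1 and SSA2, HSC82 and HSP82, the histone genes and paired ribosomal protein genes, have uncertain counts. No coordinates are given for the same reason. Names came from the reference table of assembly R64, in which 5917 of the 6600 identifiers were found; the other 683 carried 2.60% to 3.56% of the counts of a library and are named by systematic name. The reference was used only for names, neighbours, introns, GC content and overlaps.

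Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 5879, library sizes were scaled by TMM, and a quasi-likelihood model with 1 coefficient per group was fitted to the 7 libraries. The Benjamini-Hochberg adjusted p threshold was 0.05. Comparisons with 2 libraries on each side were tested: rapamycin against DMSO in ceg1-AA, and ceg1-AA/xrn1D against ceg1-AA under rapamycin. The comparisons that use the single ceg1-AA/xrn1D DMSO library are described without a test, and so is the difference between the responses of the 2 strains. For all 4 comparisons, genes were counted that changed at least 2-fold in every pair of libraries, on log2 CPM with a prior count of 2. CPM values in the text are scaled by TMM. A gene with at most 3 counts in each library of a group was treated as at the floor, and its fold is given as a lower bound. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

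Gene classes were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with fry and camera at an estimated correlation beside it. The snoRNA and snRNA, Pol III transcript and tRNA classes had no member among the identifiers and were not analysed here. Rank correlations across genes compare quantities with no library in common, because comparisons that share libraries correlate without any effect. In 20 simulations with no change, which drew each gene independently, they stayed within 0.035 of 0. In the data, differences between replicates, which hold no treatment, correlated (Pearson) at 0.131 and -0.027 between groups. The simulated range may therefore be too narrow for cultures in which genes vary together. Genes are not independent replicates, so these correlations carry no p-value. Rapamycin-treated ceg1-AA libraries enter both tested comparisons, so the calls of the 2 are not set against each other.

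The fit was tested on simulated data drawn from the real means, library sizes and spread. Of 198 changed genes among 5745 tested, 175 were called in the right direction (88.4%), and 9 unchanged genes were called. The simulated changes had a single fixed size, were as often up as down and did not depend on level. In the data 2767 genes were called in ceg1-AA and the change depended on level, so these rates need not hold there. Genes were named by a rule that, like the classes, the comparisons and the alternatives not said otherwise, was fixed before the data were examined: 12 genes of capping, decay and cap binding; the 5 largest rises and 5 largest falls in each tested comparison among genes past the threshold with a mean count of at least 50 and the same sign in every pair; and up to 3 per direction in the comparisons without a test. Other names are marked as chosen after their values were seen.

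Alternatives were DESeq2 1.42.0 size factors, total counts, mitochondrial scaling, protein-coding genes only, no filter, at least 10 counts in every library, a DESeq2 Wald test, the 4 compared libraries alone, a replicate block, a prior count of 0.5, and each replicate left out in turn. Chosen after seeing the data were mitochondrial scaling over the ceg1-AA libraries, limma on log2(TPM + 1) of the authors' TPM, removal of the length and GC trend, and other scalings of the share of genes followed across strains. The trend removal was tested on simulated data: the correlation of a known trend with the measured ratio was 0.908 before it and -0.01 after it over 5504 genes. No batch is given in the labels. Leaving out 1 replicate leaves an arm with 1 library, so these fits gave values and no calls. Tests for an outlying sample and counts of other splits of the samples need larger groups and were not made. Lists of Gcn4 targets, Hsf1 targets, retrograde response genes and pleiotropic drug resistance genes were written after the main results, and the members already seen were left out of the tests. Figures were drawn with matplotlib 3.10.9.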

Results

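RNA was measured in 7 libraries of budding yeast in which the guanylyltransferase subunit of the capping enzyme, Ceg1, can be removed from the nucleus by rapamycin. There were 2 ceg1-AA DMSO libraries, 2 ceg1-AA rapamycin libraries, 1 ceg1-AA/xrn1D DMSO library and 2 ceg1-AA/xrn1D rapamycin libraries. The total count was 1618638 and 1292180 in ceg1-AA DMSO replicates 1 and 2, and 962326 and 935651 in ceg1-AA rapamycin replicates 1 and 2. It was 3050579 in the ceg1-AA/xrn1D DMSO library, and 2990340 and 3385761 in ceg1-AA/xrn1D rapamycin replicates 1 and 2. Of 6600 open reading frames, 5879 passed the filter on low counts. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 8.90 for ceg1-AA DMSO, 2.46 for ceg1-AA rapamycin and 7.72 for ceg1-AA/xrn1D rapamycin. The number of genes that differed at least 2-fold between the 2 replicates was 385 in ceg1-AA DMSO, 168 in ceg1-AA rapamycin and 38 in ceg1-AA/xrn1D rapamycin.

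The disrupted gene was examined first. XRN1 (YGL173C) had 794 and 632 counts in the ceg1-AA DMSO replicates, 384 and 338 in the ceg1-AA rapamycin replicates, and 0 in each of the 3 ceg1-AA/xrn1D libraries, where a count of 0 allows up to 0.889 CPM at the lowest effective depth. Anchor-away moves the protein and leaves the transcript, and CEG1 (YGL130W) was at 50.5 ± 3.99 CPM (SD, n = 2) in ceg1-AA DMSO and 64.2 ± 1.94 CPM (SD, n = 2) in ceg1-AA rapamycin. This difference was not past the threshold, with a log2 fold change of 0.34 ± 0.19 (SE) and an edgeR adjusted p of 0.158. CEG1 was at 48.9 CPM in the ceg1-AA/xrn1D DMSO library and at 51.8 ± 1.08 CPM (SD, n = 2) in ceg1-AA/xrn1D rapamycin.

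The comparison of rapamycin with DMSO in ceg1-AA asks which RNAs change when Ceg1 is depleted in cells with XRN1. Of 5879 genes, 1429 were higher and 1338 lower at an edgeR quasi-likelihood adjusted p under 0.05, and 3184 had an unadjusted p under 0.05. The sign was the same in all 4 pairs of libraries for 2763 of the 2767 called genes. The change was at least 2-fold for 591 of the higher and 665 of the lower genes. The split depended on the scaling: scaling to mitochondrially encoded transcripts over the 4 ceg1-AA libraries gave 66 higher and 1571 lower genes, and total counts alone gave 2909 higher and 649 lower. Those scalings moved the median log2 ratio of all genes by -0.60 and by 0.50. Changes are therefore relative to the other transcripts of a library. In every pair of libraries, 287 genes were at least 2-fold higher and 434 at least 2-fold lower. With fewer pairs, the higher genes were between 438, without ceg1-AA rapamycin replicate 2, and 647, without ceg1-AA DMSO replicate 2.

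The largest falls in ceg1-AA included 3 chaperone genes. SSA2 (YLL024C) went from 2577 ± 242 CPM in DMSO to 193 ± 13.4 CPM in rapamycin (SD, n = 2 each), a log2 fold change of -3.74 ± 0.20 (SE) with an edgeR adjusted p of 9.23e-06. KAR2 (YJL034W) changed by -3.07 ± 0.19 and HSC82 (YMR186W) by -3.07 ± 0.18, and MXR1 (YER042W) changed by -3.27 ± 0.45. YAL004W, which is not in the reference annotation, changed by -3.32 ± 0.26. The largest rises were in YHR022C (3.70 ± 0.50), ECM13 (YBL043W, 3.25 ± 0.60), HIS3 (YOR202W, 2.67 ± 0.21), YKR015C (2.45 ± 0.42) and YIL165C (2.43 ± 0.35). HIS3 rose from 27.1 ± 6.84 CPM to 175 ± 28.0 CPM (SD, n = 2 each). YHR022C was at or under the floor in DMSO and was at least 8.01-fold higher in rapamycin; the reference places a gene on the opposite strand over it, and the genotype text lists a HIS marker.

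Of the 12 capping, decay and cap-binding genes, 7 were past the threshold over all genes, and 8 when adjusted over the list alone. XRN1 fell by 0.88 ± 0.14 on the log2 scale (SE; edgeR adjusted p 0.000789), STO1 (YMR125W) fell by 0.76 ± 0.15, CBC2 (YPL178W) fell by 0.78 ± 0.20 and DCS1 (YLR270W) fell by 1.27 ± 0.35. RAT1 (YOR048C) fell by 0.42 ± 0.15 and DCP1 (YOL149W) fell by 0.55 ± 0.19. Both had no call under a replicate block, and RAT1 changed direction, to 0.10, with total counts alone. DXO1 (YDR370C) rose by 1.02 ± 0.17, with an edgeR adjusted p of 0.000826. CEG1, CET1, ABD1, RAI1 and DCP2 were not past the threshold, and each was lower under the mitochondrial scaling over the ceg1-AA libraries.

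Abundant transcripts fell relative to scarce ones. With the level taken from the DMSO replicate left out of the ratio, the median log2 ratio of the lowest expression quintile was 0.58 and 0.43, and that of the highest quintile was -0.68 and -0.60, each quintile holding 1175 or 1176 genes. The rank correlation across genes of the ratio with level was -0.440 ± 0.036 (SD over library choices) across 5879 genes. It was at most 0.034 in size in simulations without change that drew each gene independently. The 10 most abundant genes held 10.9% to 11.5% of the counts in ceg1-AA DMSO and 6.83% to 6.91% in ceg1-AA rapamycin. They held 7.42% in the ceg1-AA/xrn1D DMSO library, which had no rapamycin. The log2 ratio of that library to ceg1-AA DMSO had medians of 0.64 and 0.53 in the lowest quintile and -0.66 and -0.58 in the highest. A trait of the ceg1-AA DMSO cultures therefore cannot be told apart from an effect of Ceg1 depletion on this trend.

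**Figure D1:**
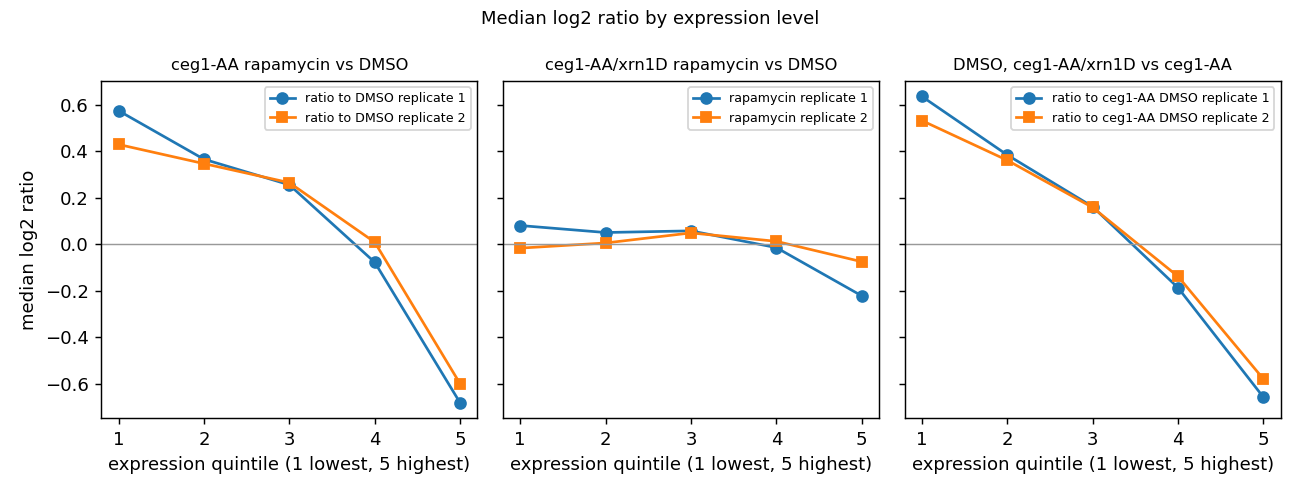
The median log2 ratio (y axis) is plotted by expression quintile (x axis, 1175 or 1176 genes each) for the 3 comparisons, with 1 line per choice of replicate. In ceg1-AA it runs from 0.58 and 0.43 in the lowest quintile to -0.68 and -0.60 in the highest. In ceg1-AA/xrn1D, with the level taken from the ceg1-AA DMSO libraries, the highest quintile is at -0.22 and -0.08. Between the strains under DMSO it runs from 0.64 and 0.53 to -0.66 and -0.58, without rapamycin.

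All 8 gene classes with members were past the threshold in ceg1-AA by camera with a preset correlation. The class tests do not match genes by level, so the fall of abundant transcripts could give part of a class's fall. The ribosomal protein class (136 genes) had a median log2 fold change of -0.95 (camera adjusted p 7.03e-24), glycolysis (16 genes) -1.84 (3.57e-09), histone (8 genes) -1.11 (0.000657) and intron-containing genes outside the ribosomal protein class (160 genes) -0.43 (0.000329), which with total counts alone became 0.11. Ribosome biogenesis (96 genes) was at -0.22 (0.00253), and at 0.29 with total counts alone. Nitrogen catabolite repression (25 genes) was higher, at 0.79 (0.00727), and so were the mitochondrially encoded genes (20 genes), at 0.63 (0.00621). With all replicates kept, the lowest medians under the alternatives run for classes were 0.10 for nitrogen catabolite repression and 0.00411 for mitochondrially encoded genes. The value for mitochondrially encoded genes came from scaling to these same 20 genes over the ceg1-AA libraries. That scaling puts their median near 0 by construction. By fry, the ribosomal protein, glycolysis, histone, intron-containing and nitrogen catabolite repression classes held, and none of the 8 held with camera at an estimated correlation. The stress response class (39 genes) was at -0.79 (camera adjusted p 0.0436), but 1 library decided its direction: the median was 0.47 without ceg1-AA DMSO replicate 2 and -1.54 without ceg1-AA DMSO replicate 1. Ribosome biogenesis was at -0.34 without ceg1-AA DMSO replicate 2 and -0.14 without replicate 1 of that group. Without ceg1-AA DMSO replicate 1, nitrogen catabolite repression was at 0.49, and without ceg1-AA rapamycin replicate 1 the mitochondrially encoded class was at 0.39. Mitochondrially encoded transcripts took 1.27% ± 0.19 of the counts in ceg1-AA DMSO and 2.92% ± 0.64 in ceg1-AA rapamycin (SD, n = 2 each).

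The comparison of rapamycin with DMSO in ceg1-AA/xrn1D asks which of these changes also occur without XRN1. It has 1 DMSO library, so no test was made. In both pairs of libraries, 19 genes were at least 2-fold higher and 11 at least 2-fold lower. The mitochondrial scaling gave 7 higher and 38 lower. Without ceg1-AA/xrn1D rapamycin replicate 2, and so with 1 pair, 49 were higher and 65 lower, and without replicate 1 of that group 35 and 32. YMR193C-A, which is not in the reference annotation, had a mean log2 ratio of 2.41, ARG4 (YHR018C) 1.81 and ADE17 (YMR120C) 1.58. HTA2 (YBL003C) had a mean log2 ratio of -1.26, CDC45 (YLR103C) -1.14 and INA1 (YLR413W) -1.12. HTA2 can share reads with the other H2A gene. Among the 1429 genes higher in ceg1-AA, the median log2 ratio in ceg1-AA/xrn1D was 0.12, and 815 (57.0%) were higher in both pairs, against 39.3% of all genes. Among the 1338 genes lower in ceg1-AA, the median was -0.17, and 812 (60.7%) were lower in both pairs, against 39.2% of all genes. The rank correlation across genes of the 2 treatment ratios, which share no library, was 0.329 ± 0.076 (SD over library choices). It was at most 0.035 in size in simulations without change that drew each gene independently.

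**Figure D2:**
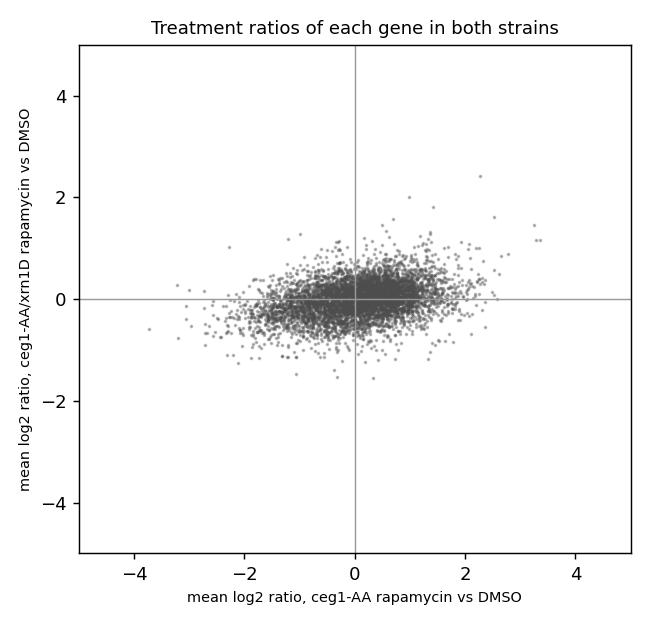
Each point is 1 of 5879 genes, with the mean log2 ratio of rapamycin to DMSO in ceg1-AA on the x axis and in ceg1-AA/xrn1D on the y axis, on equal scales. The points spread more widely along the x axis, and the rank correlation is 0.329.

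The correlation of the ratio with level was -0.163 ± 0.111 (SD over library choices) in ceg1-AA/xrn1D, with the level taken from the ceg1-AA DMSO libraries. It was -0.0543 without ceg1-AA/xrn1D rapamycin replicate 1 and -0.245 without replicate 2 of that group. In ceg1-AA the level came from the same strain as the ratio, so the correlations of the 2 strains are not measured alike. Class medians in ceg1-AA/xrn1D were -0.30 for ribosomal protein, -0.51 for ribosome biogenesis, -0.34 for glycolysis, -0.58 for histone and -0.08 for intron-containing genes. They were 0.24 for nitrogen catabolite repression and 0.41 for stress response. Under the mitochondrial scaling, which moved the median of all genes in this comparison by -0.28, nitrogen catabolite repression was at -0.03. The difference between the strains' responses was not tested.

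**Figure D3:**
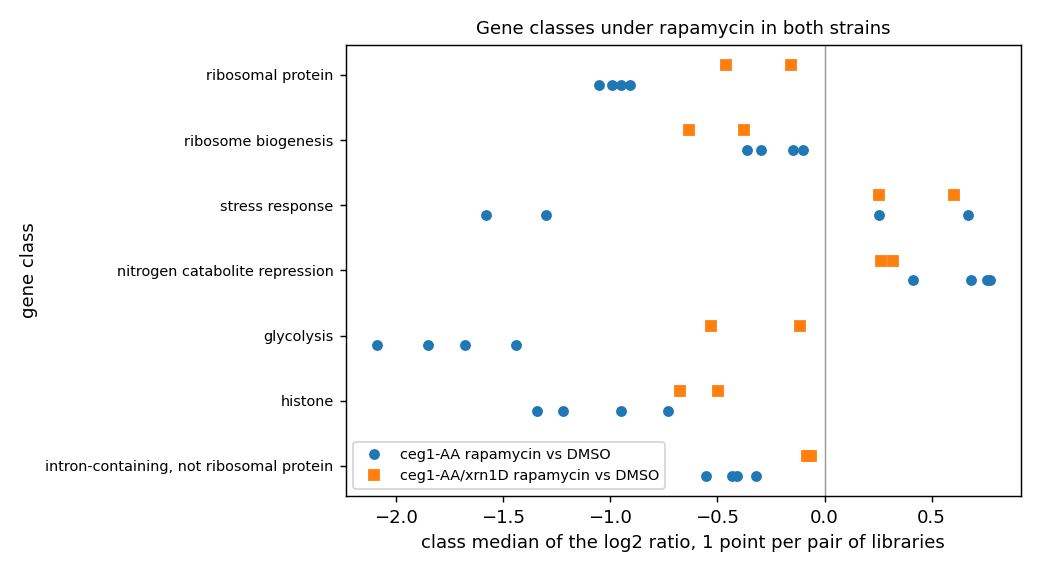
Class medians of the log2 ratio of rapamycin to DMSO (x axis) are shown for 7 classes (y axis), 1 point per pair of libraries, with 4 pairs in ceg1-AA (circles) and 2 in ceg1-AA/xrn1D (squares). The ribosomal protein medians run from -1.05 to -0.91 in ceg1-AA and from -0.46 to -0.15 in ceg1-AA/xrn1D, and stress response in ceg1-AA runs from -1.58 to 0.67; the scaling is TMM, and nitrogen catabolite repression in ceg1-AA/xrn1D is at -0.03 under the mitochondrial scaling, while ribosome biogenesis and intron-containing genes in ceg1-AA are at 0.29 and 0.11 with total counts alone.

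The comparison of the strains under rapamycin asks how RNA levels differ without XRN1 once Ceg1 is depleted. By edgeR's quasi-likelihood test, 1246 genes were higher and 1321 lower in ceg1-AA/xrn1D, and 3023 had an unadjusted p under 0.05. The mitochondrial scaling, which rests on 4 genes, moved the higher genes most, giving 224 higher and 1105 lower, and moved the median of all genes by -0.34. Limma on deposited TPM moved the lower genes most, giving 1755 higher and 679 lower. In every pair, 305 genes were at least 2-fold higher and 324 at least 2-fold lower, and without ceg1-AA rapamycin replicate 1, and so with fewer pairs, 498 and 454. The largest rises were in HSP12 (YFL014W, 3.85 ± 0.63 SE on the log2 scale), YAL004W (3.54 ± 0.25), NCE103 (YNL036W, 3.18 ± 0.44), AHP1 (YLR109W, 3.11 ± 0.21) and CYC7 (YEL039C, 3.09 ± 0.38). HSP12 was at 472 ± 287 CPM in ceg1-AA/xrn1D and 32.7 ± 9.93 CPM in ceg1-AA (SD, n = 2 each), and NCE103 at 468 ± 321 CPM and 51.5 ± 3.95 CPM.

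By fitted fold change, the 5 largest falls were mitochondrially encoded. All 5 were at the floor in ceg1-AA/xrn1D, so a few counts decide the order among such genes. AI2 (Q0055) was not among the 5, although it was at 5381 CPM in ceg1-AA rapamycin. It had 3 and 2 counts in ceg1-AA/xrn1D rapamycin replicates 1 and 2. COX3 (Q0275) was at least 3275-fold lower in ceg1-AA/xrn1D rapamycin than in ceg1-AA rapamycin, COX2 (Q0250) at least 3181-fold, COB (Q0105) at least 3575-fold, COX1 (Q0045) at least 3200-fold and AI1 (Q0050) at least 6632-fold. AI1 and COX1 overlap and can share reads. Of 20 mitochondrially encoded genes with at least 10 counts in each ceg1-AA library, 16 had at most 3 counts in each ceg1-AA/xrn1D library, including DMSO. The other 4, OLI1 (Q0130), VAR1 (Q0140), SCEI (Q0160) and Q0182, had at least 100 counts in each, and these names were chosen after their values were seen. OLI1 was at 1568 ± 478 CPM in ceg1-AA (SD, n = 4) and 716 ± 119 CPM in ceg1-AA/xrn1D (SD, n = 3), both treatments together. VAR1 was at 70.0 ± 17.1 CPM and 48.4 ± 7.31 CPM. SCEI was higher in ceg1-AA/xrn1D, at 414 ± 63.7 CPM and 904 ± 181 CPM, and so was Q0182, at 55.8 ± 30.9 CPM and 459 ± 25.7 CPM. The 4 genes behind the mitochondrial scaling thus differed between the strains in opposite directions. The ceg1-AA and ceg1-AA/xrn1D strains thus differed in mitochondrially encoded transcripts as well as in XRN1.

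**Figure D4:**
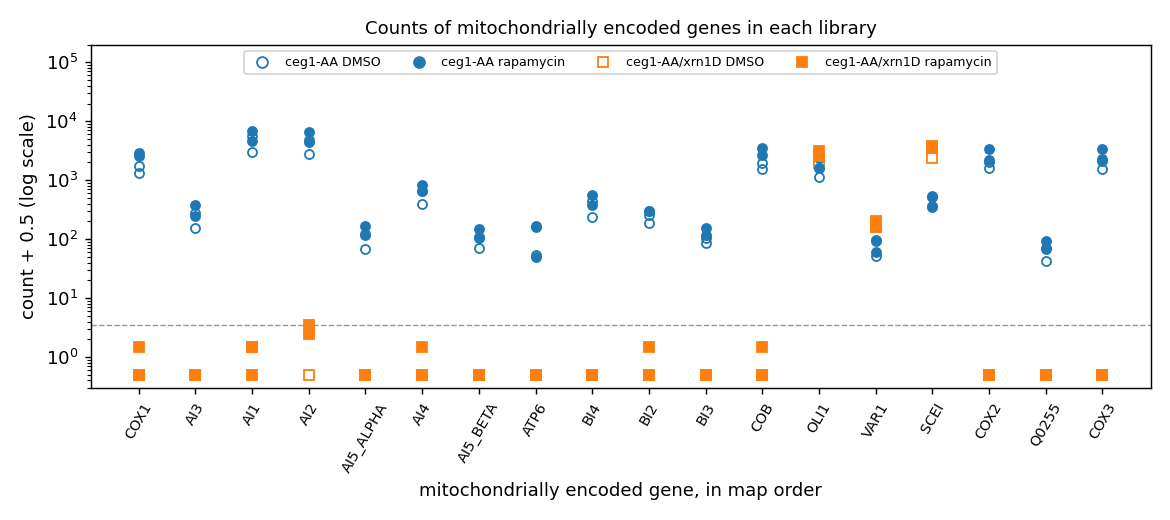
Counts plus 0.5 (y axis, log scale) of the mitochondrially encoded genes in map order (x axis) are shown for each library, circles for ceg1-AA and squares for ceg1-AA/xrn1D, open for DMSO and filled for rapamycin. The dashed line lies just above 3 counts; the ceg1-AA/xrn1D libraries lie above it for OLI1, VAR1 and SCEI, and at or under it for the other genes drawn, and Q0182, which the reference does not place, is not drawn.

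Outside these genes and XRN1, the largest falls, chosen after their values were seen, were in YLR154W-E, CRR1 (YLR213C), YGL088W, ZRT1 (YGL255W) and GLE1 (YDL207W). YGL088W went from 14234 ± 513 CPM in ceg1-AA rapamycin to 1554 ± 241 CPM in ceg1-AA/xrn1D rapamycin (SD, n = 2 each), and it overlaps the snoRNA gene SNR10. CRR1 changed by -3.64 ± 0.26 on the log2 scale (SE) and GLE1 by -2.47 ± 0.14. YLR154W-E, not in the reference annotation, was at 578 ± 496 CPM in ceg1-AA rapamycin. Of the 11 capping, decay and cap-binding genes other than XRN1, 8 were past the threshold over all genes and 9 when adjusted over the list alone. XRN1 was at least 417-fold lower. DCS1 was higher by 2.46 ± 0.30 (edgeR adjusted p 0.000158), CBC2 by 0.83 ± 0.19, CET1 (YPL228W) by 0.54 ± 0.17 and STO1 by 0.44 ± 0.15. RAI1 (YGL246C) was lower, at -0.66 ± 0.16, and so were ABD1 (YBR236C), at -0.52 ± 0.16, RAT1, at -0.43 ± 0.14, and DCP1, at -0.50 ± 0.19. DCP1 had no call under a replicate block.

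In this comparison 5 of the 8 classes were past the threshold by camera with a preset correlation, and none with an estimated correlation. The median log2 fold change was -1.16 for ribosome biogenesis (camera adjusted p 1.16e-27), -0.55 for ribosomal protein (4.02e-09), 1.47 for stress response (2.34e-06) and 0.28 for intron-containing genes (0.014). The intron-containing class was at -0.03 under the mitochondrial scaling. By fry, stress response did not hold and the other 4 did. The mitochondrially encoded class had a median of -7.89 with genes at the floor set to their bounds.

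The strains under DMSO were compared to describe the state before depletion, without a test because ceg1-AA/xrn1D has 1 DMSO library. In both pairs, 444 genes were at least 2-fold higher and 420 at least 2-fold lower in ceg1-AA/xrn1D. With 1 pair, 722 were higher without ceg1-AA DMSO replicate 1 and 855 without replicate 2 of that group. NCE103 had a mean log2 ratio of 3.83, Q0182 of 3.43 and ECM13 of 3.33. AI2 (Q0055) was at least 3850-fold lower, AI1 at least 4269-fold and COX3 at least 1853-fold. Chosen after their values were seen, TDH1 (YJL052W) had a mean log2 ratio of -3.81, CRR1 of -3.02 and YGL088W of -2.43. TDH1 was at 2528 ± 2818 CPM in ceg1-AA DMSO (SD, n = 2), so that its ratio ran from -5.35 to -2.27 between pairs. Without a test, the median log2 ratio was -1.24 for ribosomal protein, -0.88 for ribosome biogenesis and -1.17 for glycolysis genes, with negative medians for these 3 classes under each of the other scalings tried. Total counts alone moved the median of all genes by 0.53 and gave 1274 genes at least 2-fold higher and 94 lower. The rank correlation of this ratio with the treatment ratio in ceg1-AA, each with its own ceg1-AA DMSO replicate, was 0.453 ± 0.020 (SD over library choices). It was at most 0.027 in size in simulations without change that drew each gene independently.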

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

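The tests in this part were chosen after the results were seen, and the demand that the edgeR adjusted p also pass before counting error is excluded was added after the interval of RAI1 was seen. Among 28 named genes and 7 classes, 3 genes moved one way in every pair of ceg1-AA libraries and the opposite way in both pairs of ceg1-AA/xrn1D libraries. That difference between the strains was not tested, since ceg1-AA/xrn1D has 1 DMSO library, and with 2 pairs that share this library a common sign carries little weight. The strains also differ in mitochondrially encoded transcripts, so an effect of XRN1 remains open for each of the 3 genes and was not tested.

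YAL004W had a mean log2 ratio of rapamycin to DMSO of -3.21 in ceg1-AA and 0.27 in ceg1-AA/xrn1D. Counting error alone is excluded for the fall, since the 95% interval of the ratio of pooled counts reached 0.161 at most, with 19 counts in rapamycin and 203 in DMSO. The rise in ceg1-AA/xrn1D depended on the scaling, since 2 of 3 other scalings kept the opposite directions and mitochondrial scaling gave a rise in 1 of 2 pairs. The fall in ceg1-AA was found in every pair under all 3. YAL004W is not in the reference annotation, and its log2 ratio to SSA1 stayed within 0.616 of its mean over the 7 libraries, so its counts may be reads of SSA1. A biological difference in YAL004W itself is then not needed.

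RAI1 had a mean log2 ratio of 0.29 in ceg1-AA and -0.21 in ceg1-AA/xrn1D. The 95% interval of the ratio of pooled counts in ceg1-AA began at 1.06, but the edgeR adjusted p was 0.162 with a rise in 4 of 4 pairs. Counting error together with the spread between cultures therefore cannot be told apart from a change, because the interval covers counting alone. Of 3 other scalings, 1 kept the opposite directions, so the choice of scaling could account for the rise in ceg1-AA. It was found in 3 of 4 pairs with DESeq2 size factors and 2 of 4 with mitochondrial scaling, while the fall in ceg1-AA/xrn1D was found in both pairs under all 3.

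DCS1 had a mean log2 ratio of -1.32 in ceg1-AA and 0.42 in ceg1-AA/xrn1D. The size of the fall differed between ceg1-AA pairs, from -2.26 to -0.38. DCS1 was at 18.1 CPM in ceg1-AA rapamycin replicate 1 and 40.7 CPM in replicate 2. Against counting error, the 95% interval of the ratio in ceg1-AA reached 0.567 at most. The choice of scaling could account for the fall in ceg1-AA being found in every pair: 2 of 3 other scalings kept the opposite directions, and with total counts alone DCS1 was higher in 1 of 4 ceg1-AA pairs, at 0.12. The rise in ceg1-AA/xrn1D was found in both pairs under all 3. The stress response class moved the same way as DCS1 in 4 of 6 pairs, and a shared response cannot be told apart from a separate one, since the ceg1-AA DMSO replicates give that class opposite directions.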

How the results depend on the processing

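Of the alternatives, mitochondrial scaling over the ceg1-AA libraries, limma on deposited TPM, removal of the length and GC trend and the scalings of the share followed across strains were chosen after seeing the data. The cause of a change was not tested except where stated. Mitochondrial scaling over all libraries rests on 4 genes.

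For ceg1-AA rapamycin against DMSO, the scaling set the balance of directions. Total counts alone gave 2909 higher and 649 lower genes, and 101 of the genes called with TMM changed sign. Mitochondrial scaling gave 302 higher and 834 lower. Over the ceg1-AA libraries it gave 66 higher, and 264 of the genes called with TMM changed sign. The DESeq2 Wald test gave 846 higher, and of its 2094 calls 2071 were shared. Limma on deposited TPM gave 3225 higher and 576 lower, and 220 of the genes called with TMM changed sign. For ceg1-AA/xrn1D against ceg1-AA under rapamycin, mitochondrial scaling gave 224 higher genes and limma on deposited TPM 679 lower. The other counts of both comparisons under these and the remaining alternatives stayed within 1.5 times.

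Genes at least 2-fold changed in every pair numbered 1039 higher and 122 lower with total counts alone in ceg1-AA, 103 higher with mitochondrial scaling, and 29 higher and 880 lower with that scaling over the ceg1-AA libraries. Under rapamycin, mitochondrial scaling gave 113 higher in ceg1-AA/xrn1D. For ceg1-AA/xrn1D rapamycin against DMSO, it gave 7 higher and 38 lower, a prior count of 0.5 gave 30 higher, and 10 counts in every library gave 12 higher and 7 lower, with fewer genes tested. For the strains under DMSO, total counts alone gave 1274 higher and 94 lower, and mitochondrial scaling 234 higher. Leaving out a replicate leaves fewer pairs that must pass, which by itself raises these numbers. They ran from 438 to 647 higher and 549 to 599 lower in ceg1-AA, 365 to 498 and 394 to 471 for the strains under rapamycin, 35 to 49 and 32 to 65 in ceg1-AA/xrn1D, and 722 to 855 and 577 to 602 for the strains under DMSO.

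The rank correlation of the ceg1-AA treatment ratio with the DMSO strain ratio was 0.489 with 10 counts in every library and 0.428 to 0.452 without a ceg1-AA rapamycin replicate. The correlation of the ratio with level in ceg1-AA ran from -0.446 to -0.411 without a ceg1-AA rapamycin replicate. Neither could be computed without a ceg1-AA DMSO replicate, since each needs both. Leaving out each replicate that enters them, where its group has 2, the correlation of the 2 treatment ratios ran from 0.256 to 0.375, and that with level in ceg1-AA/xrn1D from -0.245 to -0.0543. In ceg1-AA, 5 classes held by fry and 0 with camera at an estimated correlation, and 0 held at an estimated correlation for the strains under rapamycin.

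Among the named genes, directions that reversed in ceg1-AA included that of RAT1, at 0.10 with total counts alone and 0.27 by limma on deposited TPM. DCP1 also reversed, at 0.0198 by limma on deposited TPM. CEG1 was at -0.26, CET1 at -0.45, ABD1 at -0.35, RAI1 at -0.30 and DCP2 at -0.27 with mitochondrial scaling over the ceg1-AA libraries, and CET1 at -0.16 with the length and GC trend removed. For the strains under rapamycin, limma on deposited TPM gave RAT1 at 0.000838 and DXO1 at 0.14. The histone class was at -0.00753 with DESeq2 size factors and -0.32 with mitochondrial scaling, which also gave nitrogen catabolite repression at -0.32, glycolysis at -0.0808 and intron-containing genes at -0.0265. The mitochondrially encoded class was at 0.33 with 10 counts in every library, a filter that keeps by construction the genes still present in ceg1-AA/xrn1D.

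Of 589 values of named genes, classes and shares followed across strains, 95 changed: 57 weaker, 16 stronger, 5 moved and 17 reversed, the last being those given in the paragraph above. Class tests were not run with total counts alone, so these numbers leave out its effect on class medians: in ceg1-AA the medians of the mean log2 ratio became 0.29 for ribosome biogenesis, 0.11 for intron-containing genes and 0.12 for stress response, from -0.22, -0.39 and -0.39 with TMM. With a replicate left out, 46 moved. The replicate block gave 1338 higher and 1293 lower genes in ceg1-AA and 1174 and 1259 for the strains under rapamycin; RAT1 and DCP1 in ceg1-AA and DCP1 for the strains lost their call. Replicate numbers do not pair the cultures, since deviations of equal-numbered replicates correlated at 0.131 and -0.027. Of the genes higher in ceg1-AA, 54.7%, 63.7% and 16.7% rose in both ceg1-AA/xrn1D pairs with DESeq2 size factors, total counts and mitochondrial scaling, against 37.3%, 45.0% and 10.7% of all genes. For the lower genes these were 63.5%, 53.8% and 82.4%, against 41.3%, 32.2% and 66.3%. Depth limits genes at the floor to bounds on their fold.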

Other observations

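Chosen before the result each measures was seen were the tests of depth on the size of the response, of length, GC content and abundant classes on the fall of abundant transcripts, of length and GC content on the likeness to the DMSO library, of the Gcn4 list in both strains, of the Hsf1 list in ceg1-AA and of genes near non-coding RNAs; the other tests were chosen after results were seen. For the genes near non-coding RNAs, the criterion by which the explanation is excluded, the position of the lowest genes, was set after the outcome was seen. So was the criterion that a test resting on the single DMSO library of ceg1-AA/xrn1D leaves its explanation open.

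Of 20 mitochondrially encoded genes, 16 were at or under the floor in the 3 ceg1-AA/xrn1D libraries. Lower depth is excluded, since the smallest of these libraries had 1.85 times the counts of the largest ceg1-AA library. A filter or mapping step that removed mitochondrial reads is excluded by the 4 genes with at least 100 counts in each. A candidate explanation is loss of a segment of mitochondrial DNA: with 10 loci on a circle, the 4 kept loci were neighbours, which a share of 0.0476 of arrangements gives. For the 8 loci located in the reference, 3 were kept and the share was 0.143. The retrograde response list, 5 genes left after those already seen, had a median log2 fold change of 1.72 between the strains under rapamycin (limma camera adjusted p 0.000275; higher for 5 of 5 genes; 0.0602 at an estimated correlation), in line with loss of mitochondrial function. In ceg1-AA under treatment it was at -0.76, with 3 genes lower and 2 higher (limma camera adjusted p 0.244, fry adjusted p 0.00126). The tests thus differ on a fall in ceg1-AA, which would add to the difference between the strains under rapamycin. The pleiotropic drug resistance list of 9 genes was at 0.0756 between the strains (0.789 by camera) and 0.61 under treatment (0.244), and with 5 higher and 4 lower genes such a response cannot be told apart from none. Under DMSO, with 1 ceg1-AA/xrn1D library and no test, the median log2 ratio between the strains was 0.51 for this list and 1.17 for the retrograde list, both above 0 under each scaling tried. Loss of XRN1 itself cannot be told apart from an accident of the strain: 0 of 3 ceg1-AA/xrn1D libraries held more than the floor of COX1, and no library separates the 2. Comparisons of the strains carry both differences.

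At least 2-fold changes in every pair numbered 721 in ceg1-AA and 30 in ceg1-AA/xrn1D. Fewer pairs would raise the second number, and ceg1-AA with 1 DMSO library still had at least 1098. Depth is excluded, since ceg1-AA/xrn1D thinned to the depth of ceg1-AA gave at most 66 over 20 draws. Of the genes higher in ceg1-AA, 57.0% rose in both pairs, against 39.3% of all genes, but both pairs share the single DMSO library, so rapamycin without effect cannot be told apart from a small effect. Weaker depletion of Ceg1 could give a smaller response in every class. The fall of ribosome biogenesis relative to all genes was 1.54 times that in ceg1-AA, but the pairs of the 2 strains overlapped, so weaker depletion cannot be told apart from a changed response. The difference between the strains was not tested.

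The fall of abundant transcripts in ceg1-AA did not come from a length or GC trend alone: the correlation with level was -0.456 before and -0.520 after the trend was removed. It was -0.413 without ribosomal protein and glycolysis genes. A biological cause remains a hypothesis, and the scaling leaves open whether abundant transcripts fell or scarce ones rose. The ceg1-AA/xrn1D DMSO library had a similar trend with level against ceg1-AA DMSO without rapamycin. A trait of the ceg1-AA DMSO cultures therefore remains open as a cause.

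The treatment ratio in ceg1-AA resembled the ratio of the ceg1-AA/xrn1D DMSO library to ceg1-AA DMSO. With the length and GC trend removed, the correlation was 0.463, against 0.462 before, so such a trend is excluded as the whole cause. With a different ceg1-AA DMSO culture in each ratio it was 0.453. A trait common to both ceg1-AA DMSO cultures cannot be told apart from a real likeness, because both ratios are taken against that group.

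HIS3, in ceg1-AA, and ARG4, in ceg1-AA/xrn1D, were among the largest rises. The other 25 genes of the Gcn4 list had a median log2 fold change of 0.0317 in ceg1-AA (limma camera adjusted p 0.244; 13 higher, 12 lower), so a rise of the set cannot be told apart from none. Between the strains under rapamycin the list was at 0.37, with 19 of 25 higher, and at 0.01 under the mitochondrial scaling. The limma camera adjusted p was 0.00286, and 0.189 at an estimated correlation, where it did not hold. In ceg1-AA/xrn1D its median log2 ratio was 0.29, with 19 of 25 genes higher, above the medians of all 10000 random lists of matched level. Mitochondrial scaling, which moved the median of all genes by -0.28, put this ratio at 0.01. With no clear rise in ceg1-AA, the values do not point to a response of that strain alone. The list was at -0.32 in the single DMSO library of ceg1-AA/xrn1D relative to ceg1-AA DMSO. That value was -0.38 with DESeq2 size factors and -0.55 with mitochondrial scaling. It was 0.23 with total counts alone, which moved the median of all genes by 0.53. A low value in that culture could give the rise in ceg1-AA/xrn1D, so a rise in that strain alone remains open.

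Chaperone genes were among the largest falls in ceg1-AA. The other 14 genes of the Hsf1 list had a median log2 fold change of -1.02, with 13 of 14 lower. The limma camera adjusted p was 1.83e-05, and 0.074 at an estimated correlation. Lower Hsf1 activity could give this fall. The test does not match genes by level, so the fall of abundant transcripts in ceg1-AA could also give part of it. Of the 14 genes, 4 are also in the stress response class. In ceg1-AA/xrn1D the median was 0.06, or -0.23 under mitochondrial scaling. Under DMSO the list's median log2 ratio of ceg1-AA/xrn1D to ceg1-AA was -0.14, or -0.20 with DESeq2 size factors, -0.37 with mitochondrial scaling and 0.40 with total counts alone, so a lower start may hold in part. The DMSO library of ceg1-AA/xrn1D was above each ceg1-AA rapamycin library by at least 0.51 in the list's median log2 ratio, which left room to fall, but with that single library a lower start cannot be told apart from a smaller response. Between the strains under rapamycin the list was at 1.09, with 13 of 14 higher (limma camera adjusted p 2.23e-05, and 0.0602 at an estimated correlation).

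Inhibition of TORC1 by rapamycin would lower the ribosomal protein and ribosome biogenesis classes and raise nitrogen catabolite repression and stress response. In ceg1-AA 3 of 4 classes moved so in every pair, and in ceg1-AA/xrn1D 4 of 4, with TMM. In ceg1-AA the number was 2 with total counts alone and 2 with mitochondrial scaling, and in ceg1-AA/xrn1D it was 3 with mitochondrial scaling. Both strains carry tor1-1 and a disrupted FPR1, per the labels. Even so, without a rapamycin library of a strain lacking the CEG1 tag, inhibition of TORC1 cannot be told apart from depletion of Ceg1.

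With XRN1 left out, the 5 nuclear genes lowest in ceg1-AA/xrn1D under rapamycin had at least 19 counts in each ceg1-AA/xrn1D library, so depth is excluded. Reads of structured non-coding RNAs are excluded as the common cause: the other 22 genes within 200 bases of such RNAs had a median log2 fold change of 0.19, and 3 of the 4 genes with a known position are not near one. YLR154W-E, the largest of the 5 falls, has no position in the reference, so such reads are not excluded for it. Of the other 4 genes, 1 overlaps a snoRNA gene. Reads of SNR10 counted on YGL088W cannot be told apart from its own, since SNR10 was not analysed here.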
